A study of Homo sapiens with 6 samples. Its data were reported in "Regulation of cellular sterol homeostasis by the oxygen responsive noncoding RNA lincNORS" (2020).

How the data were processed

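Total RNA of MCF-7 cells, a human breast cancer cell line that carries the estrogen receptor, was sequenced after 24 h at 1% oxygen (hypoxia) or 24 h at 21% oxygen (normoxia). Each group holds 3 libraries, numbered 2, 3 and 5 in both. The labels do not say whether the libraries of a group come from separate cultures, so every p-value measures the spread between these samples. Per the labels, the authors trimmed the reads with Trimmomatic 0.32, aligned them with TopHat2 2.1.1 to the human genome (GRCh38.p5, hg38) and counted them per gene with HTSeq. The deposited values are raw read counts per gene, which was tested on the file: all are whole numbers, in 1 column per library. The strand setting of the counting and the release of the annotation are not given. Genes that overlap on the same strand appear to share reads, since RPPH1 and RMRP are each listed under a pair of identifiers with nearly equal counts. Counts of overlapping and antisense genes are therefore uncertain. Symbols, gene types and GRCh38 positions are those in the deposited table, and where a symbol of a gene list is listed more than once the identifier with the most counts was used.

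The table lists 35,860 genes with at least 1 count in some library. Everything else was computed from these counts with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr with its minimum count of 10, which left 18,129 genes, and libraries were scaled by the trimmed mean of M-values. Hypoxia was compared with normoxia by edgeR's robust quasi-likelihood F-test with Benjamini-Hochberg adjustment over all tested genes, and an adjusted p under 0.05 was called a change. The study's own test, DESeq2, was an alternative. Fold changes are on the log2 scale as hypoxia over normoxia, with a standard error (SE) taken from the size of the fold change and its F statistic. Normalised read counts are the CPM values of edgeR on the scaled library sizes, and group values are means with standard deviations (SD). Where a group held fewer than 30 counts of a gene, the ratio of the summed counts is given with its exact 95% binomial interval. Intervals cover counting error only. The lincRNA count took genes annotated as lincRNA with an adjusted p under 0.05 and a fold of at least 2 in either direction.

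The library totals set the depth: 1 CPM stood for 32.6 to 54.9 counts. Libraries of the same group differed by more than counting noise, with a chi-square per degree of freedom between 7.99 and 43.0 over the 6 pairs. After removal of the group means, libraries with the same number deviated together, with correlations over 10,213 genes of 0.772 for number 2, 0.776 for number 3 and 0.852 for number 5. This met a check fixed in advance, a correlation over 0.1 in every pair, although no label says what a number stands for. Numbers 2 and 3 also correlated across, at 0.580 for normoxia 3 with hypoxia 2 and 0.364 for normoxia 2 with hypoxia 3. Number 5 against 2 or 3 gave -0.81 to -0.65. The check thus sets number 5 apart in both groups and separates numbers 2 and 3 less clearly. A fit with the number as a block was an alternative, since the study states no block.

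The test, the alternatives, 30 gene lists and the rule for naming genes were fixed before the data were examined. Each list was tested with limma's camera, which compares it with all other genes, at a preset correlation of 0.01 and with adjustment over the 30 lists. Camera with an estimated correlation and fry were alternatives, and members were also counted with p-values adjusted over the list alone. Fry tests a list against no change and not against the other genes. The lists covered glucose uptake and glycolysis, oxygen sensing, secreted and angiogenic factors, mitophagy and autophagy, collagen-modifying enzymes, oxygen-dependent chromatin demethylases, cholesterol biosynthesis, sterol regulation and transport, fatty acid synthesis, lipid droplets, estrogen receptor targets, luminal epithelial identity, the nuclear-encoded respiratory chain, mitochondrially encoded proteins, cytosolic ribosomal proteins, DNA replication, mitosis, homologous recombination and mismatch repair, the unfolded protein response, the amino acid response, the interferon response, AP-1 and immediate early genes, mesenchymal and invasion genes, p53 targets, markers of fibroblasts, immune cells, endothelium and basal epithelium, long noncoding RNAs that the study names in connection with hypoxia, and the lincRNAs that the study picked from these libraries. Named genes are those the study discusses, the 10 protein-coding genes that rose and the 10 that fell most among those with a mean of at least 5 CPM and no overlap between the groups, the 5 lincRNAs in each direction with a mean of at least 1 CPM under the same conditions, and up to 4 members per direction of each list with the smallest p. Shares of all counts by RNA class were compared with a two-sided exact permutation test, whose smallest possible p with 3 against 3 libraries is 0.1.

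The procedures were tested on simulated counts with the real means and library sizes, in which 200 genes were changed. For hypoxia against normoxia, edgeR recovered 90% of the 2-fold and 98% of the 4-fold changes and called 208 genes, of which 20 were false. On the same counts DESeq2 recovered 92% and 98% with 43 false calls in 233. The fit with the block was run on separate simulated counts with an added replicate effect, and recovered 92% and 97% with 24 false calls in 213. The fits without the block were not run on counts with that effect. Camera and fry called the changed list and none of 20 unchanged lists. The simulated genes varied independently of each other, so this could not test camera on lists whose members vary together. The other alternatives were other scalings, other filters on low counts, a fit without robust estimation and leaving out each library. Chosen after the data were seen were fits to replicates 2 and 3 only, shrunken DESeq2 fold changes, and the lincRNA count without genes that overlap another on the same strand. No reads were available, so splicing, strand and annotation could not be examined.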

Results

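The data are read counts of genes in MCF-7 cells, from 3 libraries of cells kept for 24 h at 1% oxygen and 3 of cells kept for 24 h at 21% oxygen. The normoxia libraries hold 49,724,732 counts in replicate 2, 51,751,733 in replicate 3 and 36,267,377 in replicate 5. The hypoxia libraries hold 53,770,042, 44,090,745 and 34,377,266 counts in the same order. Of the 35,860 genes listed, 18,129 had enough counts to be tested.

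The comparison asks which coding and long noncoding transcripts respond to low oxygen. In hypoxia, 21 of 22 genes of glucose uptake and glycolysis and 11 of 14 genes of secreted factors rose, while 28 of 32 genes of DNA replication and 14 of 16 genes of DNA repair fell. MIR193BHG, the long intergenic noncoding RNA that the study calls lincNORS, rose 3.07-fold, from 2.55 ± 0.335 to 7.84 ± 0.707 CPM (mean ± SD, n = 3 libraries each). CA9, a carbonic anhydrase of the cell surface and a classic target of the hypoxia-inducible factors (HIFs), went from 0.0455 ± 0.0315 to 30.5 ± 1.81 CPM. Of the tested genes, 4,266 rose and 4,449 fell by edgeR's quasi-likelihood test, 8,715 in all, and 1,393 of those that rose and 732 of those that fell changed at least 2-fold. In 10,417 genes (57.5%) the 3 hypoxia libraries all lay on one side of the 3 normoxia libraries. Chance gives 10% if all libraries are exchangeable, which leaves the shared replicate numbers aside. Scaling by library size alone moved the median log2 fold change of all genes by -0.12 and gave 3,217 genes that rose and 5,853 that fell, so that 35.5% of the changed genes rose in place of 49.0%. Upper-quartile scaling moved the median by 0.07 the other way and gave 4,981 that rose and 3,684 that fell (57.5% rose), so which direction holds more genes depends on the scaling.

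Among protein-coding genes, the largest rises by the rule for named genes were those of CA9, CYP1A1, TMEM45A, NDRG1, ADM, PPFIA4, ANKRD37, FAM13A, ALDOC and PFKFB4. CA9 had 6 counts in normoxia and 3,838 in hypoxia, a ratio of 723 (95% interval 332 to 1971). CYP1A1, a cytochrome P450 that the aryl hydrocarbon receptor induces, had 23 counts in normoxia and 7,701 in hypoxia, a ratio of 378 (252 to 597). Its hypoxia levels were uneven, at 24.1, 20.6 and 171 CPM in replicates 2, 3 and 5, and its adjusted p of 0.0115 by edgeR's quasi-likelihood test became 0.0514 without normoxia replicate 2 and 0.0501 without normoxia replicate 3. NDRG1, a stress-responsive gene, rose from 16.3 ± 1.44 to 849 ± 109 CPM, a log2 fold change of 5.71 (SE 0.13). ADM, which encodes the vasodilator peptide adrenomedullin, rose by 5.63 (SE 0.17) on the same scale, and ANKRD37, a known HIF target, by 5.03 (SE 0.37). The largest falls were those of CTPS1, RET, AUNIP, KCNJ8, SLC27A4, ASRGL1, MPV17L2, ANXA6, CDC25A and CLSPN. CTPS1, which makes cytidine triphosphate, went from 63.5 ± 7.32 to 7.82 ± 2.92 CPM, a log2 fold change of -3.03 (SE 0.24). RET, a receptor tyrosine kinase, had -2.63 (SE 0.12), SLC27A4, a fatty acid transport protein, -2.37 (SE 0.17), CDC25A, a phosphatase that activates cyclin-dependent kinases, -2.10 (SE 0.20), and CLSPN, an adaptor of the replication checkpoint, -2.01 (SE 0.13).

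Of the 22 genes of glucose uptake and glycolysis, 21 rose, over all genes and adjusted over the list alone, and PFKM, a muscle-type phosphofructokinase, did not pass (log2 fold change 0.03, adjusted p = 0.81). The median was 1.87 (limma camera, adjusted p = 1.02e-50, and 0.0117 with an estimated correlation). PFKFB4, a regulator of glycolytic flux, rose by 4.38 (SE 0.07), ENO2, an enolase, by 3.59 (SE 0.09), and PDK1, which restrains the entry of pyruvate into mitochondria, by 3.53 (SE 0.10). GAPDH, a glycolytic enzyme often used as a reference gene, rose 4.66-fold, from 2468 ± 93.5 to 11498 ± 599 CPM.

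Secreted and angiogenic factors rose in 11 of 14 genes, also adjusted over the list alone (median 1.65, camera adjusted p = 1.01e-23, and 0.0101 with an estimated correlation). VEGFA, the main angiogenic growth factor, rose by 2.61 (SE 0.11), ANGPTL4, an inhibitor of lipoprotein lipase, by 4.31 (SE 0.10), and IGFBP3, which binds insulin-like growth factors, by 4.18 (SE 0.17). Of 14 genes of oxygen sensing and the HIF pathway, 7 rose and 3 fell, with the same counts adjusted over the list alone (camera, up, adjusted p = 5.82e-05, and 0.0497 with an estimated correlation). EGLN1, a prolyl hydroxylase that marks HIF alpha subunits for degradation, rose by 1.80 (SE 0.07), and BHLHE40, a transcriptional repressor, by 3.08 (SE 0.09). The transcripts of the HIF alpha subunits went opposite ways: EPAS1 (HIF-2 alpha) rose by 0.98 (SE 0.15) and HIF1A fell by 0.85 (SE 0.16). ARNT2, a partner of the alpha subunits, fell by 1.07 (SE 0.13), and EGLN2, another prolyl hydroxylase, by 0.34 (SE 0.09, adjusted p = 0.0167, and 0.0637 without hypoxia replicate 3).

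In the list of mitophagy and autophagy, 7 of 15 genes rose and 1 fell, over all genes and adjusted over the list alone (camera, up, adjusted p = 6.54e-05, and 0.0497 with an estimated correlation). The median was 0.06 and turned to -0.06 with library size alone as the scaling. BNIP3 and BNIP3L, receptors for the removal of mitochondria, rose by 3.90 (SE 0.12) and 3.18 (SE 0.08). BECN1, a starter of autophagy, fell by 0.25 (SE 0.06, adjusted p = 0.0107, and 0.0528 without hypoxia replicate 2). Of 11 collagen-modifying enzymes, 7 rose and 1 fell, also adjusted over the list alone (median 0.94, camera adjusted p = 1.49e-10, and 0.0161 with an estimated correlation). P4HA1 and P4HA2, subunits of collagen prolyl hydroxylase, rose by 2.55 (SE 0.08) and 2.20 (SE 0.07), and PLOD2, a lysyl hydroxylase, by 1.47 (SE 0.08), while its relative PLOD3 fell by 0.32 (SE 0.07). Of 20 oxygen-dependent chromatin demethylases, 14 rose and 1 fell, and adjusted over the list alone 14 rose and 2 fell (camera, up, adjusted p = 3.71e-05, but adjusted p = 0.134 with an estimated correlation). KDM3A, which acts on histone H3 lysine 9 methylation, rose by 2.17 (SE 0.10) and KDM5B, which acts on lysine 4, by 1.31 (SE 0.07).

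Noncoding transcripts rose more often than they fell. Of 1,042 lincRNAs tested, 314 rose and 82 fell, and at a fold of at least 2 the counts were 150 and 32, together 182. Of these 182, 44 overlap a listed gene on the same strand and 55 one on the opposite strand. Antisense genes rose in 332 and fell in 101 of 1,139, and small nucleolar RNAs rose in 58 and fell in 5 of 165. Protein-coding genes rose in 3,133 and fell in 4,112 of 13,657. All 47 lincRNAs that the study picked from these libraries changed, 42 up and 5 down, with the same counts adjusted over the list alone, which is not independent evidence since they were picked on these samples (camera, up, adjusted p = 4.88e-24, and 0.0101 with an estimated correlation).

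The lincRNAs with the largest rises by the rule were HIF1A-AS2, KB-1980E6.3, MIR210HG, CMB9-22P13.1 and CTD-3154N5.2. HIF1A-AS2, transcribed from the strand opposite to HIF1A, had 5 counts in normoxia and 476 in hypoxia, a ratio of 108 (45.8 to 333), while HIF1A itself had 42,541 and 21,089. KB-1980E6.3 had 6 and 321 counts, a ratio of 60.5 (27.5 to 166), and CTD-3154N5.2 had 25 and 284, a ratio of 12.8 (8.52 to 20.2). MIR210HG, the host transcript of the hypoxia-induced microRNA miR-210, rose 18.3-fold, from 1.73 ± 0.216 to 31.8 ± 1.32 CPM. The largest falls were those of BCYRN1, LINC01016, RP11-12G12.7, LINC01293 and NUP50-AS1, with log2 fold changes of -2.72, -2.19, -1.79, -1.57 and -1.52. Of the 6 tested long noncoding RNAs that the study names in connection with hypoxia, 5 rose, also adjusted over the list alone (camera adjusted p = 1.41e-09, and 0.0497 with an estimated correlation). NEAT1, the RNA scaffold of paraspeckles, rose 3.44-fold, from 186 ± 41.0 to 641 ± 114 CPM, H19, an imprinted transcript, 4.86-fold, and MALAT1, an abundant nuclear RNA, 2.32-fold. HOTAIR had a log2 fold change of -0.30 and an adjusted p of 0.172.

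**Figure D1:**
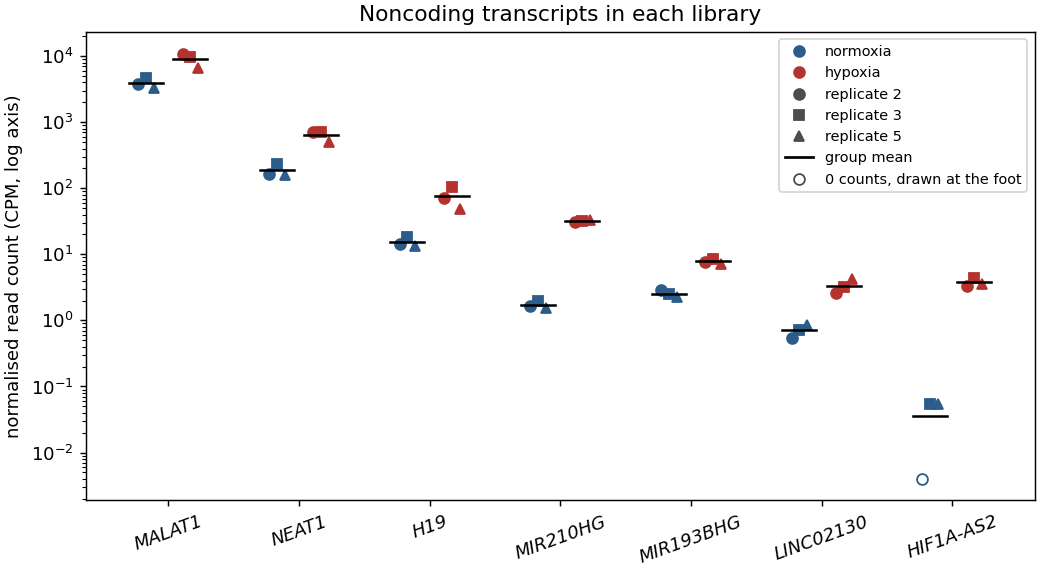
Normalised read counts (CPM, log axis) of 7 noncoding transcripts, with 1 point per library, the replicate shown by its shape and the group mean by a black line. In all 7 the hypoxia libraries lie above the normoxia libraries, and MIR193BHG goes from a mean of 2.55 to 7.84 CPM.

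MIR193BHG (RP11-65J21.3, ENSG00000262454.1) lies on the plus strand of chromosome 16 at 14302288 to 14326353 and hosts microRNA genes, of which MIR365A had 17 counts in all and was not tested. Its log2 fold change was 1.62 (SE 0.13, edgeR's quasi-likelihood adjusted p = 6.589e-05), with 2.90, 2.52 and 2.23 CPM in normoxia replicates 2, 3 and 5 and 7.65, 8.62 and 7.24 CPM in hypoxia. It ranked 63rd by fold change among the 314 lincRNAs that rose, and 23rd among the 176 of these with a mean of at least 1 CPM. LINC02130, a lincRNA on the opposite strand at 14363109 to 14370266, rose by 2.26 (SE 0.24), from 0.705 ± 0.157 to 3.37 ± 0.826 CPM. Of the nearest coding genes, MRTFB, a coactivator of serum response factor, had -0.10 (SE 0.10, adjusted p = 0.424), and PARN, a poly(A)-specific ribonuclease, fell by 0.31 (SE 0.10, adjusted p = 0.0362). The PARN call was lost with upper-quartile scaling (adjusted p = 0.0837) and without any library but hypoxia replicate 5 (0.0546 to 0.136). Further out, BFAR, an apoptosis regulator, rose by 0.79 and ERCC4, a DNA repair nuclease, fell by 0.71, both named after their values were seen. Of the proteins the study links to this RNA, RALY and HNRNPC, which bind RNA in the nucleus, had log2 fold changes of -0.15 (adjusted p = 0.163, and 0.0101 with the replicate block) and -0.08 (adjusted p = 0.401). Without hypoxia replicate 5, RALY had -0.25 and an adjusted p of 0.0129, in replicates 2 and 3 only -0.20 and 0.00891, and with library size alone RALY had -0.27 (0.0182) and HNRNPC -0.19 (0.0348).

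**Figure D2:**
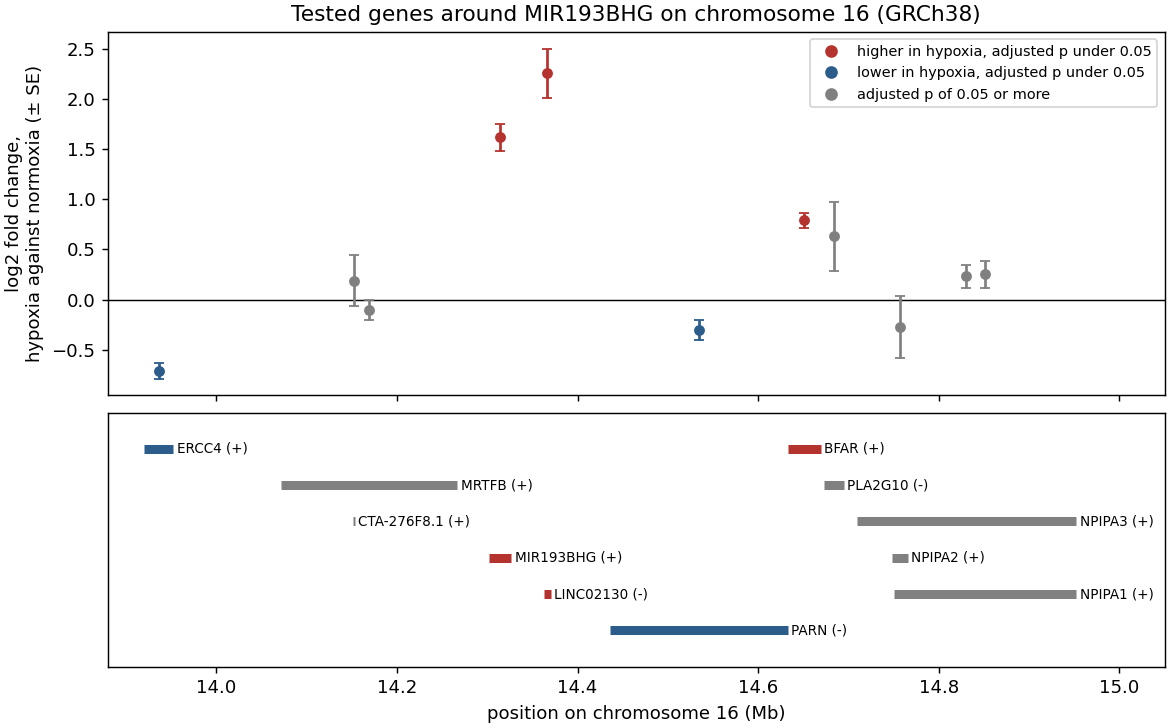
Map of chromosome 16 around MIR193BHG (position in Mb, GRCh38), with log2 fold changes of the tested genes (hypoxia over normoxia, bars of 1 SE) above their extents and strands. MIR193BHG and LINC02130 stand highest at 1.62 and 2.26, while MRTFB and PARN lie at -0.10 and -0.31.

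Of 21 genes of cholesterol biosynthesis, 3 rose by edgeR's quasi-likelihood test, or 1 adjusted over the list alone, and the list did not differ from other genes (median 0.19, camera adjusted p = 0.656). SC5D, a sterol desaturase, rose by 0.41 (SE 0.09). MSMO1, a sterol methyl oxidase, rose by 0.76 (SE 0.23, adjusted p = 0.0275), which became 0.0837, 0.0781 and 0.0586 without normoxia replicate 2, 3 and 5 and 0.182 without a low-count filter. Its fold change fell to 0.41 without hypoxia replicate 5 and to 0.47 in replicates 2 and 3 only, where the call held (adjusted p = 0.00106 and 3.35e-05). HSD17B7, a sterol reductase, rose by 0.57 (SE 0.16, adjusted p = 0.0184, and 0.0595 and 0.0587 without normoxia replicate 2 and 3). Without hypoxia replicate 5 it rose by 0.34 (adjusted p = 0.0111) and in replicates 2 and 3 only by 0.36 (0.00481). HMGCR, the rate-limiting enzyme of the pathway, had 0.38 (SE 0.14, adjusted p = 0.0584, but 0.0188 with the replicate block, 0.00965 in replicates 2 and 3 only, 0.0302 with upper-quartile scaling, 0.0457 with at least 1 CPM in 3 libraries and 0.0436 without hypoxia replicate 3). SQLE and HMGCS1, other enzymes of the pathway, had 0.22 (adjusted p = 0.502) and 0.26 (0.382) and turned to -0.17 and -0.10 without hypoxia replicate 5. All 21 genes were higher in hypoxia replicate 5 than in the other hypoxia libraries. The count of 3 became 5 up and 2 down with the replicate block, 3 up and 7 down without hypoxia replicate 5, 4 up and 6 down in replicates 2 and 3 only, 1 without normoxia replicate 2 or 3, and 5 without hypoxia replicate 3.

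In the list of sterol regulation and transport, 10 of 15 rose and 2 fell, or 11 and 2 adjusted over the list alone (camera, up, adjusted p = 0.00873, but adjusted p = 0.276 with an estimated correlation). INSIG2, which retains the sterol sensor complex in the endoplasmic reticulum, rose 7.67-fold, from 5.97 ± 0.649 to 45.9 ± 3.30 CPM, and STARD4, a cholesterol carrier, 3.76-fold, from 8.06 ± 0.723 to 30.3 ± 5.56 CPM. SREBF2, the transcription factor that drives cholesterol synthesis, rose by 0.57 (SE 0.09), while SCAP, its escort protein, and SOAT1, which esterifies cholesterol, fell by 0.70 (SE 0.11) and 1.13 (SE 0.12). In fatty acid synthesis 2 of 11 rose and 1 fell, also adjusted over the list alone (camera adjusted p = 0.84). SCD, the stearoyl-CoA desaturase, rose 5.04-fold, from 1021 ± 137 to 5146 ± 1901 CPM, and ELOVL5, a fatty acid elongase, fell by 1.11 (SE 0.10). ACACB, an acetyl-CoA carboxylase, rose by 0.60 (SE 0.17, adjusted p = 0.0201, but 0.0658 without normoxia replicate 3 and 0.0791 without hypoxia replicate 2). The counts became 2 up and 3 down with the replicate block, 2 up and 4 down with library size alone, 2 up and 7 down without hypoxia replicate 5 and 2 up and 6 down in replicates 2 and 3 only. Of 11 lipid droplet genes, 3 rose and 4 fell, or 4 and 4 adjusted over the list alone (camera adjusted p = 0.592, and 0.00529 by fry against no change). HILPDA and PLIN2, proteins of the droplet surface, rose by 2.44 (SE 0.12) and 1.96 (SE 0.14), and PLIN5 and DGAT2, a droplet protein and a triglyceride-forming enzyme, fell by 1.48 (SE 0.16) and 1.01 (SE 0.17).

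ESR1, the estrogen receptor, fell by 1.00 (SE 0.12), from 307 ± 9.88 to 153 ± 24.3 CPM. Of 21 estrogen receptor targets, 9 fell and 3 rose, also adjusted over the list alone (camera, down, adjusted p = 0.0475). This list call was lost with an estimated correlation (adjusted p = 0.359), with the replicate block (0.0821), in replicates 2 and 3 only (0.122), with library size alone (0.0791), without normoxia replicate 2 (0.052) and without hypoxia replicate 5 (0.121). The replicate block gave 10 targets that fell and 6 that rose. PGR, the progesterone receptor, fell by 0.82 (SE 0.15) and IL17RB, a cytokine receptor, by 1.48 (SE 0.11), while IGF1R, a growth factor receptor, rose by 0.75 (SE 0.07). Of 11 genes of luminal epithelial identity, 2 rose and 3 fell, also adjusted over the list alone, or 2 and 6 with the replicate block and 2 and 7 with library size alone (camera adjusted p = 0.888). KRT19, a keratin, and ELF3, an epithelial transcription factor, rose by 1.08 (SE 0.08) and 1.29 (SE 0.11), and SPDEF, another epithelial transcription factor, fell by 0.61 (SE 0.08).

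Of 12 AP-1 and immediate early genes, 11 rose, also adjusted over the list alone, and EGR1 had 0.33 with an adjusted p of 0.0995 (camera, up, adjusted p = 2.5e-07, but adjusted p = 0.134 with an estimated correlation). FOS rose by 2.58 (SE 0.12), JUN by 1.07 (SE 0.10), and FOSL2, another AP-1 subunit and one the study discusses, by 1.43 (SE 0.11), from 83.3 ± 6.61 to 224 ± 29.4 CPM. Of 8 mesenchymal and invasion genes, 4 rose and 1 fell, also adjusted over the list alone, or 3 in all without normoxia replicate 2, hypoxia replicate 2 or hypoxia replicate 3 (camera, up, adjusted p = 0.017, but adjusted p = 0.159 with an estimated correlation). ITGA5, an integrin, rose by 1.89 (SE 0.07), VIM, vimentin, by 1.66 (SE 0.22), and FN1, fibronectin, by 0.55 (SE 0.06). Of 16 p53 targets, 7 rose and 4 fell, or 7 and 5 adjusted over the list alone (camera adjusted p = 0.389, and 0.0491 by fry against no change). BBC3, a promoter of apoptosis, rose by 1.23 (SE 0.10) and RRM2B, a ribonucleotide reductase subunit, fell by 0.70 (SE 0.08).

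Of 32 genes of DNA replication, 28 fell, also adjusted over the list alone, with a median of -0.78 (camera adjusted p = 1.74e-10, but adjusted p = 0.359 with an estimated correlation). E2F1 and E2F2, transcription factors of S-phase entry, fell by 1.54 (SE 0.16) and 1.77 (SE 0.19), and MCM3 and MCM6, subunits of the replicative helicase, by 1.09 (SE 0.12) and 1.22 (SE 0.13). RRM2, RFC1, TK1 and CDT1 did not pass, at -0.34, 0.07, -0.15 and 0.02, but RRM2 and TK1 did without hypoxia replicate 5, at -0.62 and -0.37. Of 16 genes of homologous recombination and mismatch repair, 14 fell, also adjusted over the list alone (median -0.59, camera adjusted p = 3.71e-05, but adjusted p = 0.276 with an estimated correlation). BRCA1 fell by 0.71 (SE 0.06), XRCC3, a RAD51 paralogue, by 1.16 (SE 0.10), and MSH6, a mismatch sensor, by 0.65 (SE 0.07). Of 22 genes of mitosis, 3 fell, or 2 adjusted over the list alone (median -0.15, camera adjusted p = 0.37). CDC20, an activator of the anaphase-promoting complex, fell by 0.71 (SE 0.13), and MKI67, a proliferation marker, by 0.31 (SE 0.07). The mitosis count became 13 with the replicate block, 8 with library size alone, 11 without hypoxia replicate 5 and 12 in replicates 2 and 3 only. Replicate 5 stood apart here in both groups together: at an adjusted p under 0.05, 22 of the 32 replication genes were higher in it than in replicates 2 and 3, and 14 of the 22 mitosis genes were higher and 2 lower.

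Of 55 nuclear-encoded genes of the respiratory chain, 29 fell and 1 rose, or 31 and 1 adjusted over the list alone (median -0.20, camera, down, adjusted p = 0.000181, but adjusted p = 0.359 with an estimated correlation). These counts became 38 and 5 with the replicate block. NDUFS6 and NDUFS8, subunits of complex I, fell by 1.25 (SE 0.06) and 1.06 (SE 0.08), and CYC1, cytochrome c1, by 0.76 (SE 0.07). COX5B, a subunit of cytochrome c oxidase, rose by 0.22 (SE 0.06, adjusted p = 0.0199), which became 0.0532 to 0.0935 without normoxia replicate 3 or 5 or hypoxia replicate 2 or 3, 0.0831 without a low-count filter and 0.18 with library size alone. Of 13 mitochondrially encoded proteins, 6 fell and 3 rose, also adjusted over the list alone, or 10 and 3 with the replicate block. Camera, with the list down, gave an adjusted p of 0.148, and of 0.866 with an estimated correlation. At the preset correlation it gave 0.0312 with the replicate block, 0.0365 in replicates 2 and 3 only and 0.0287 without normoxia replicate 2. MT-ND1, MT-ND2 and MT-ND6, subunits of complex I, fell by 1.23 (SE 0.14), 1.03 (SE 0.22) and 1.70 (SE 0.26), from normoxia means of 17.6, 16.3 and 18.5 CPM. The 3 genes that rose were more abundant than these: MT-CO1 went from 639 to 806 CPM, MT-ND4 from 121 to 188 and MT-ND5 from 65.1 to 83.3. Each of these rises lost its call in some alternative, with adjusted p of up to 0.159, 0.056 and 0.0878. In replicate 5, 9 of the 13 genes were higher than in replicates 2 and 3 at an adjusted p under 0.05. Of 76 cytosolic ribosomal proteins, 47 rose and 1 fell, or 48 and 1 adjusted over the list alone, by small amounts (median 0.26, camera, up, adjusted p = 0.000911, but adjusted p = 0.842 with an estimated correlation). RPL34 rose by 0.49 (SE 0.07) and RPS27 by 0.44 (SE 0.06), while RPS26 fell by 0.71 (SE 0.08), and these families have many pseudogene copies that can take their reads. The number changed was 25 with library size alone, and 24, 27 and 29 without normoxia replicate 2, normoxia replicate 3 and hypoxia replicate 3. More changed with the replicate block, 68 up and 1 down, and in replicates 2 and 3 only, 59 up and 1 down. In replicate 5, 21 of the 76 were higher and 1 lower than in replicates 2 and 3 at an adjusted p under 0.05.

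Stress responses were split. Of 17 genes of the unfolded protein response, 8 rose and 4 fell, also adjusted over the list alone (camera adjusted p = 0.71). PPP1R15A and DDIT3, which act downstream of the kinase PERK, rose by 1.23 (SE 0.10) and 1.13 (SE 0.13), and HSPA5 and SDF2L1, chaperone components of the endoplasmic reticulum, fell by 0.57 (SE 0.09) and 1.82 (SE 0.13). Of 13 genes of the amino acid response, 3 rose and 6 fell, also adjusted over the list alone (camera adjusted p = 0.656). DDIT4, an inhibitor of mTORC1 signalling, rose by 3.54 (SE 0.11), and ASNS, asparagine synthetase, fell by 0.74 (SE 0.13).

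Of 25 interferon response genes, 3 rose by edgeR's quasi-likelihood test and none passed adjusted over the list alone (camera adjusted p = 0.71). The 3 are HLA-A, HLA-B and HLA-C, near-identical antigen-presenting molecules whose reads can be shared, with log2 fold changes of 1.26 (SE 0.37), 1.88 (SE 0.53) and 1.47 (SE 0.37). With the replicate block 13 rose and 2 fell. In replicates 2 and 3 only 12 rose and 2 fell, and the list was called up (camera at the preset correlation, adjusted p = 0.00267). Over all libraries, camera with an estimated correlation gave an adjusted p of 0.925. Leaving out hypoxia replicate 2, 3 or 5 left 0 calls in edgeR, with 3, 2 and 3 genes at an unadjusted p under 0.05 and 1, 2 and 3 called by DESeq2, and leaving out normoxia replicate 3 left 1. Without a low-count filter none was called (adjusted p of 0.107 to 0.158 for the 3 HLA genes). In each group all 25 genes were lower in replicate 5 than in replicates 2 and 3, and over both groups 24 of them passed an adjusted p under 0.05, with a median log2 difference of -2.92.

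**Figure D3:**
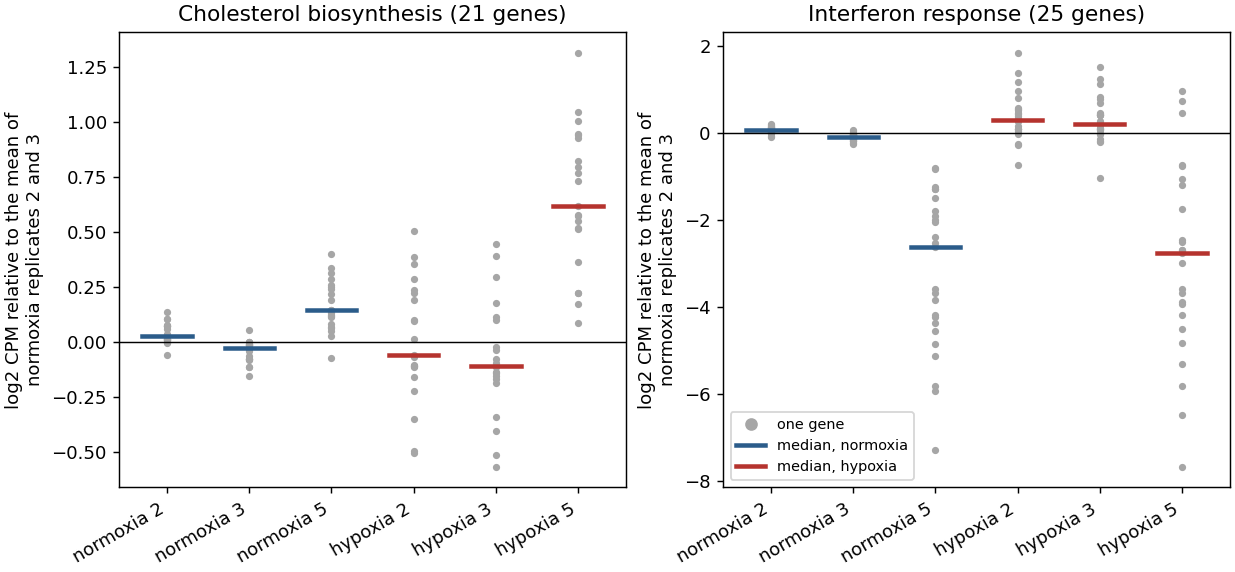
Levels of 21 cholesterol biosynthesis genes and 25 interferon response genes in each library, as log2 CPM relative to the mean of normoxia replicates 2 and 3, with 1 point per gene and the median as a line. The cholesterol median is 0.62 in hypoxia replicate 5 against -0.06 and -0.11 in hypoxia replicates 2 and 3, and the interferon medians are -2.62 and -2.76 in replicate 5 of normoxia and hypoxia.

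Markers of other cell types were mostly too low to test. Of the fibroblast markers 4 were tested and COL1A1, a collagen chain, rose by 0.97 (SE 0.19), also adjusted over the list alone, while with the replicate block COL3A1, another collagen chain, fell too (-0.48, adjusted p = 0.000299, against 0.197 without the block; camera adjusted p = 0.84). Of the immune cell markers 2 were tested, CD68, a lysosomal protein, and LCP1, an actin bundler, and both rose, by 2.42 (SE 0.22) and 0.55 (SE 0.12), also adjusted over the list alone. The immune list's camera adjusted p of 0.0399 was 0.276 with an estimated correlation, 0.281 in replicates 2 and 3 only and 0.143, 0.148, 0.058, 0.0554 and 0.157 without normoxia replicate 2, normoxia replicate 5 and hypoxia replicates 2, 3 and 5. The endothelial markers VWF and KDR had -0.57 and 0.39 and neither was called by edgeR, at an unadjusted p under 0.05 or by DESeq2 (camera adjusted p = 0.84), while 1 had an unadjusted p under 0.05 without hypoxia replicate 2. Without a low-count filter CDH5, a cadherin with 1 count in normoxia and 12 in hypoxia, named after its values were seen, was called (adjusted p = 0.0229). Of the basal epithelial markers, TP63, a transcription factor, fell by 1.79 (SE 0.59, adjusted p = 0.0367), also adjusted over the list alone, from 0.89 ± 0.351 to 0.257 ± 0.266 CPM. Hypoxia replicate 3, at 0.564 CPM, lay above normoxia replicate 5, at 0.537 CPM, and without hypoxia replicate 3 the log2 fold change was -3.07. The TP63 call was lost without normoxia replicate 2 (0.0811), normoxia replicate 3 (0.116), hypoxia replicate 2 (0.119) or hypoxia replicate 5 (0.0775) and without a low-count filter (0.147), and TP63 was not tested where a gene needed at least 1 CPM in 3 libraries. KRT17, a keratin, went from 2.29 ± 1.54 to 6.55 ± 4.13 CPM (0.176, and 4.69e-08 with the replicate block; camera adjusted p = 0.84).

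**Figure D4:**
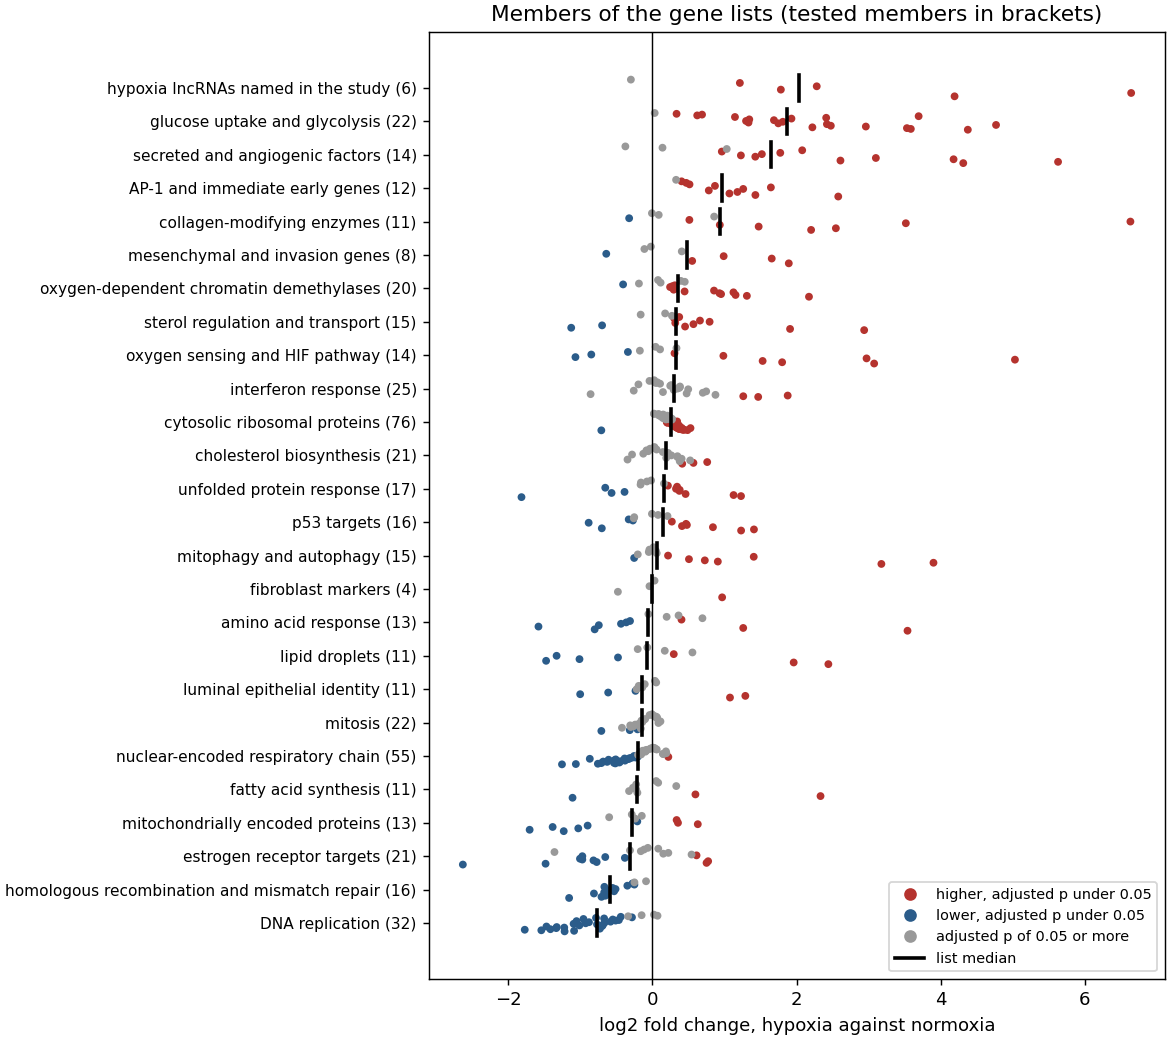
Log2 fold changes (hypoxia over normoxia) of the tested members of 26 gene lists, 1 point per gene, coloured by direction where the adjusted p is under 0.05, with the list median as a black line. Medians run from -0.78 for DNA replication to 1.87 for glucose uptake and glycolysis and 2.03 for the long noncoding RNAs that the study names.

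By RNA class, lincRNA genes took 1.60 ± 0.130% of all counts in normoxia and 2.27 ± 0.349% in hypoxia, or 0.951 ± 0.111% and 1.67 ± 0.314% of the counts outside the 10 most abundant genes, which include the lincRNA entry of RMRP. MALAT1, a lincRNA gene not among those 10, went from 3930 ± 728 to 9116 ± 2225 CPM, so it may carry much of this rise. The share without MALAT1 was not computed, so the rise cannot be read as one of the whole class. Ribosomal protein genes took 5.50 ± 0.203% and 6.07 ± 0.337%. The 10 most abundant genes, most of them small structured RNAs such as RPPH1, RN7SL1 and RN7SK, took 17.9 ± 0.72% and 19.8 ± 0.829%. Among these 10, RPPH1 and RMRP each stand as a pair of entries with nearly equal counts, so reads appear to be counted more than once. As shares of all counts, the lincRNA, ribosomal protein and 10 most abundant genes each gave an exact two-sided permutation p of 0.1 (adjusted over 5 classes, 0.167), the smallest that 3 against 3 libraries allow. Histone genes took 0.791 ± 0.059% and 0.62 ± 0.114% (exact permutation p = 0.2, adjusted 0.25), with a lower share in hypoxia in each replicate (0.821% to 0.603% in replicate 2, 0.723% to 0.516% in 3 and 0.828% to 0.741% in 5), and mitochondrially encoded genes 0.336 ± 0.0514% and 0.333 ± 0.0413% (p = 0.8).

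In all, camera called 17 of the 30 lists, 13 up and 4 down, and 7 of these 17 calls held with an estimated correlation. Both counts include the lincRNAs that the study picked from these libraries, which is not independent evidence. Among the 7, oxygen sensing, mitophagy and autophagy, and the long noncoding RNAs that the study names held narrowly (camera with an estimated correlation, adjusted p = 0.0497 each). These values were adjusted together with the picked list. Without knowledge of how the replicates were grown, these tests speak for the spread between these 6 libraries.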

Values the study reported

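The study reports 47 lincRNAs with a fold change of at least 2 or at most 0.5 between MCF-7 cells in hypoxia and normoxia.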

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

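Fits to replicates 2 and 3 only, shrunken DESeq2 fold changes and the lincRNA count without overlapping genes were chosen after the data were seen. The count of 8,715 changed genes lay between 7,847 and 11,697 under the other scalings, filters and tests, the replicate block and replicates 2 and 3 only, and between 6,920 and 9,584 with 1 library left out, while a fold of at least 2 left 2,125 by its construction. With the replicate block 11,697 genes were called, among them 8,702 of the 8,715, all in the same direction. The 182 lincRNAs became 138 to 269 in most alternatives, 187 with the replicate block and 181 to 208 with 1 library left out, but 76 where a gene needed at least 1 CPM in 3 libraries, which tests fewer of these low transcripts, and 396 with no fold threshold. MIR193BHG kept its call under the other scalings, filters and tests, the replicate block, replicates 2 and 3 only and with 1 library left out. Its log2 fold changes were 1.53 to 1.71 with 1 library left out and 1.62 with the replicate block. It overlaps MIR365A on the same strand, so the lincRNA count without overlapping genes leaves it out, and its shrunken DESeq2 fold change was not examined. Of 17 list calls, 7 were left with an estimated correlation, and the other alternatives gave 15 to 19. The 17 and the 7 include the lincRNAs picked from these libraries. Of the 169 genes tracked through the same fits as MIR193BHG, 137 of the 163 called kept their call wherever they were tested and 26 lost it in at least 1 alternative. Apart from those the study discusses, these genes were picked from these libraries for large fold changes or small p. The share therefore does not speak for changed genes in general.

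Some values that had not passed turned their sign, and the cause was not tested. In replicates 2 and 3 only, SQLE had -0.13 and HMGCS1 -0.057, and with 1 library left out they ranged from -0.17 to 0.39 and from -0.10 to 0.42. List tests that reversed without passing had adjusted p = 0.649 for cholesterol biosynthesis and 0.45 for basal markers in replicates 2 and 3 only, and 0.968 for luminal identity and 0.636 for basal markers with the replicate block. With 1 library left out the adjusted p ranged from 0.168 to 0.794 for cholesterol biosynthesis, 0.46 to 0.965 for fatty acid synthesis, 0.252 to 0.983 for the interferon response, 0.805 to 0.868 for endothelial markers and 0.479 to 0.975 for basal markers. The mitochondrial share differed by -0.0033 percentage points over all counts and by 0.00562 outside the 10 most abundant genes. Apart from the calls and member counts given with the report's lists and genes, the replicate block changed no other call of a named gene or list. Depth limits low transcripts most, since 1 CPM stood for 32.6 to 54.9 counts.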

Other observations

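The gene lists of the next paragraph, the test for leukocyte transcripts and the tests on the cholesterol genes were chosen after the results were seen. The other tests were written down before their results were seen.

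Lists of growth genes put together after their fold changes were seen held many falls, and no list test is given for them since it would run on the values that prompted them. Of 30 genes of ribosome biogenesis, 23 fell and 2 rose, led by BOP1 and NOP2, nucleolar assembly factors, at -1.74 (SE 0.07) and -1.70 (SE 0.16), with FBL and TSR1 up by 0.43 and 0.38. Of 74 mitochondrial ribosomal proteins, 47 fell and 2 rose. Of 20 enzymes of purine and pyrimidine synthesis, 13 fell and 2 rose, among them CAD, which starts pyrimidine synthesis, at -1.36 (SE 0.08), with PAICS and IMPDH2 up by 0.60 and 0.28, the latter not without normoxia replicate 2 or 5 or hypoxia replicate 3. Of 22 chaperones, most of them cytosolic, 20 fell, such as HSPH1 at -1.76 (SE 0.08) and HSP90AA1 at -1.05 (SE 0.08). The 20 include the mitochondrial HSPD1 and HSPE1, at -0.66 and -0.64. Of 7 targets of the aryl hydrocarbon receptor, 4 rose, or 3 without normoxia replicate 2 or 3 and 6 without hypoxia replicate 3, and 1 fell, with TIPARP up by 1.36 (SE 0.13), CYP1B1 by 2.31 (SE 0.45, adjusted p = 0.00885, and 0.062 with the replicate block) and NQO1 down by 0.61 (SE 0.13).

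Interferon response genes were lower in replicate 5 of both groups, in 25 of 25 genes in each and by a median of -2.92 on the log2 scale (24 genes with an adjusted p under 0.05 over both groups), and 3,872 of all genes differed between replicate 5 and the others (1,984 higher, 1,888 lower). IFIT1, an interferon-induced antiviral gene, stood at 127, 107 and 2.07 CPM in normoxia replicates 2, 3 and 5 and at 171, 159 and 2.95 CPM in hypoxia. Lower depth by itself is argued against, since CPM values are scaled to depth. The median was -2.90 after every library was thinned to the smallest total, but thinning keeps the expected CPM values, so this result adds little. Immune cells in replicates 2 and 3 are also argued against, since leukocyte transcripts summed to 0.309% of the level of the interferon list there, mostly CORO1A, which was higher in normoxia replicate 5 (23.6 CPM) than in normoxia replicate 3 (12.4 CPM). A batch of culture or library preparation may lie behind the number, but no label names one, and no biological explanation was tested.

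Of the lincRNAs that changed, 79.3% rose, against 43.2% of the protein-coding genes that changed. Scaling moves both classes alike, whereas their median fold changes differed by 0.36 on the log2 scale (SE 0.024 by bootstrap over genes). This SE and the exact interval below treat genes as independent and do not cover the spread between libraries. Low abundance may account for part: among 100 draws of changed coding genes matched on abundance, 53.5% to 63.4% rose, which leaves a gap to the lincRNAs. Reads from neighbours on the same strand are argued against as the whole cause, since 136 of 168 changed lincRNAs (81.0%, exact 95% interval 74.2% to 86.6%) with no other listed gene within 10 kb on that strand rose. Reads from the opposite strand, unspliced RNA and a different yield of nuclear RNA stay open, as does an effect of low oxygen on these transcripts.

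Cholesterol biosynthesis genes were higher in hypoxia replicate 5 than in hypoxia replicates 2 and 3, by a median of 0.79 on the log2 scale and in 21 of 21 genes. All tested genes had a median difference of -0.0019, so the list stood above the typical gene of that library. The scaling itself brings that median near 0, so this value cannot show whether the scaling of the library is right. A shift of replicate 5 in both groups stays open: normoxia replicate 5 lay above its group by a median of 0.15, in 19 of 21 genes, and 11 of the 21 were higher in replicate 5 over both groups at an adjusted p under 0.05. An interaction test of hypoxia with replicate 5, whose spread comes from replicates 2 and 3 alone, called 1 of the 21 genes, HMGCS1 (adjusted p = 0.0469), and gave the list a camera adjusted p of 4.12e-44, but 0.256 with an estimated correlation, which leaves this undecided. The pattern rests on 1 library, so a difference in that culture may be the source, and no biological explanation was tested.

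The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05, and in each of these comparisons only 1 split, the real one, gave a result as large. The real split gave 8,715 genes, 182 lincRNAs and 17 lists, and the highest of the others gave 0, 0 and 15. In those 9 splits edgeR called 0 genes, with 30 to 915 at an unadjusted p under 0.05, and DESeq2 called 0 or 1. For lincRNAs at a fold of at least 2, the counts at an unadjusted p were 0 to 12. The 3 other splits that also part all pairs gave 51, 30 and 68 genes at an unadjusted p and 13 to 15 lists, while the 6 that keep 2 pairs together gave 11 to 13 lists. Each group of those 9 splits mixes 2 libraries of 1 oxygen level with 1 of the other. Part of the hypoxia difference thus stays between the groups, and the rest adds to the spread within them. The splits therefore cannot show whether camera calls lists without a change, and 0 called genes does not mean that none differ. In the real split 7 lists passed with an estimated correlation. The 17 and the 7 lists of the real split include the lincRNAs that the study picked from these libraries at this same split.

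At the study's stated thresholds, a fold of at least 2 or at most 0.5 and an adjusted p under 0.05, 182 lincRNAs changed here by edgeR. The count was 76 where a gene also needed at least 1 CPM in 3 libraries, and it is not stated whether an abundance threshold was set there too. DESeq2, the study's test, gave 187, or 162 with shrunken fold changes. All of these counts are higher than the value quoted from the study, and the reason was not tested.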
